A study of Danio rerio with 16 samples. Its data were reported in "Retention of paternal DNA methylome in the developing zebrafish germline" (2019).

How the data were processed

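Zebrafish PGCs and somatic cells were sorted by the authors from embryos of 4 stages (4, 7, 24 or 36 hpf) and profiled by whole-genome bisulfite sequencing, in which unmethylated cytosines are read as thymine. Per the study's methods, the authors trimmed reads with fastp, mapped them with WALT to danRer10 with the lambda genome added, removed duplicates with Picard and counted calls with MethylDackel, merging both strands of a CpG and leaving out sites with signs of a variant. The deposited values are raw counts, the number of methylated calls and of all calls (coverage) per CpG and library, in 1 table per replicate number. Each table lists CpGs with at least 1 call in all 8 of its libraries, as tested on the files, so a library's CpG set depends on the shallowest library of its table. In the table of replicate 1, 52.9% of CpGs had 1 call in at least 1 library, against 13.4% in that of replicate 2. Positions count from 0 in the tables (6 of 6 tested lambda sites fell on a CpG read that way and 0 of 6 otherwise, set against the start of the lambda sequence entered by hand) and are printed counted from 1.

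Groups and replicate numbers came from the sample labels. Replicates at 4 hpf are called technical in the study's methods, and their SD may then cover technical variation only. Label tests and stage correlations count these libraries as independent, so their p may then be too small. Depth limits precision: calls per library ranged from 25742797 to 250228430. Reads are not independent molecules, and intervals cover counting error only. The level of a library was its methylated calls over all calls, mitochondrial CpGs included and lambda left out. Fully methylated shares were hypergeometric expectations after thinning each CpG with at least 5 calls to 5. Label tests were exact two-sided permutations, within stages for PGC against soma (1296 relabellings) and between stages for late against early (70 relabellings). All bins, windows and regions used the 10260021 nuclear CpGs in both tables. Bins of 1 kb needed at least 3 CpGs and 20 calls in each of the 4 libraries of the stage, and bins of 10 kb at least 20 calls in all 16.

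Bins of 10 kb were tested with edgeR 4.0.16 (R 4.3.3), by the quasi-likelihood F-test on methylated and unmethylated counts with library terms. The common dispersion came from 5000 evenly spaced bins, not all bins, and the quasi-dispersion from all bins. limma 3.58.1 was the alternative test. DMRs used a Python 3.11.15 implementation (numpy 2.4.6, scipy 1.17.1, numba 0.67.0) of a beta-binomial Wald test after the DSS package, with overdispersion shrunk to a log-normal prior at CpGs with a first p under 0.05, a Benjamini-Hochberg FDR of 0.05, a difference of at least 0.1, joining within 50 bp, at least 5 CpGs and 50 bp, at most 25% of CpGs under 5 calls summed over the replicates of a cell type, and a difference of at least 0.1 in both same-numbered pairs. Fisher's test kept the chi-square p where that was over 0.2, and the Cochran-Mantel-Haenszel test had no continuity correction. At 4 hpf each replicate was tested alone after smoothing over 500 bp, and CpGs called in both were kept. The spread there was scaled by the median absolute deviation with a minimum of 1, and it came out at 1, so that test covers binomial counting error only. DSS was not used itself, so counts can differ from its own. Windows losing methylation needed at least 5 CpGs, 30 calls in all libraries, Fisher's exact test adjusted under 0.01 and a loss of at least 0.2. Windows gaining methylation needed at least 10 CpGs, a level below 2.5% at 4 hpf and above 15% at 36 hpf in both soma replicates, r with stage above 0.5 and Fisher's exact test adjusted under 0.01 in both.

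The tests were checked on simulated data with real coverage. The 10 kb test made 0 calls among 130443 bins without a change. The region test called 0 regions without a change at each stage, and 16.5% of regions changed by 40 points were recovered at 4 hpf. These simulations draw CpGs independently and so lack scatter shared by neighbouring CpGs, which the splits of real libraries include. The window steps recovered 97.5% of 200 windows losing 40 points and 88% of 200 windows gaining 30 points.

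Named regions were, per stage and direction, the 3 with the largest mean difference among those with at least 10 calls per CpG in all 4 libraries (5 at 4 hpf), and the 5 windows with the largest soma gain. Tests, main settings and most alternatives were chosen before the data were examined; those chosen later are named as such. Alternatives covered coverage minimums, CpG sets, weighting, bin and window sizes, thresholds, tests, smoothing, replicate pairing and leaving out libraries. Promoter methylation at genes named by the study and exclusion of regions in repeats were planned, but no annotation of danRer10 was used here, so neither was done and no genes are named.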

Results

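Whole-genome bisulfite sequencing measured cytosine methylation at CpG sites in primordial germ cells (PGCs), the embryonic precursors of sperm and eggs, and in somatic cells of zebrafish embryos of the same age. Cells were sorted at 4, 7, 24 and 36 hours post fertilisation (hpf). The 8 groups of cell type and stage held 2 replicates each, 16 libraries in all. The methylation calls per library ranged from 25742797 (soma, 4 hpf, replicate 1) to 250228430 (PGC, 7 hpf, replicate 2). The mean coverage of a nuclear CpG ranged from 2.38 to 21.3 calls in these tables, and 4 hpf replicate 1 was the shallowest in both cell types. The deposited table of replicate 1 listed 10592116 CpGs and that of replicate 2 listed 18123513, of which 10260021 nuclear CpGs were in both.

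The first comparison asked whether PGCs differ from age-matched soma in the overall level of methylation. The level pooled over all calls of a library was 83.5% ± 2.19 (SD, n = 2) in PGCs and 83.7% ± 2.98 in soma at 4 hpf. It was 85.5% ± 1.13 and 84.6% ± 2.3 at 7 hpf, 83.6% ± 1.09 and 83.4% ± 1.18 at 24 hpf, and 82.6% ± 1.22 and 82.5% ± 1.03 at 36 hpf. The tables list different CpGs, so these SDs also hold the gap between those sets. PGC minus soma averaged 0.25 percentage points over the 4 stages, which an exact two-sided permutation of the labels within stages did not separate from 0 (p = 0.739). That permutation counts the gap between the CpG sets as scatter too. PGC minus soma was -0.0776 points without replicate 1 and 0.578 points without replicate 2. A comparison of 2 against 2 at a single stage cannot give an exact p under 0.333. The outcome depended on which CpGs were counted and how they were weighted. Of 8 fits without pairing, 5 were planned, and their exact permutation p ranged from 0.514 to 0.739. The single fit under 0.05 used the mean of per-CpG fractions over the CpGs in both tables, was chosen after seeing the data, and gave 0.341 points (exact permutation p = 0.0123). Its largest difference was at 24 hpf, 85.3% ± 0.0589 in PGCs and 84.6% ± 0.0129 in soma (SD, n = 2). At 36 hpf the SD in soma was 0.391, larger than the average difference, and PGC minus soma was -0.129 points in replicate 1 and 0.251 points in replicate 2.

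**Figure D1:**
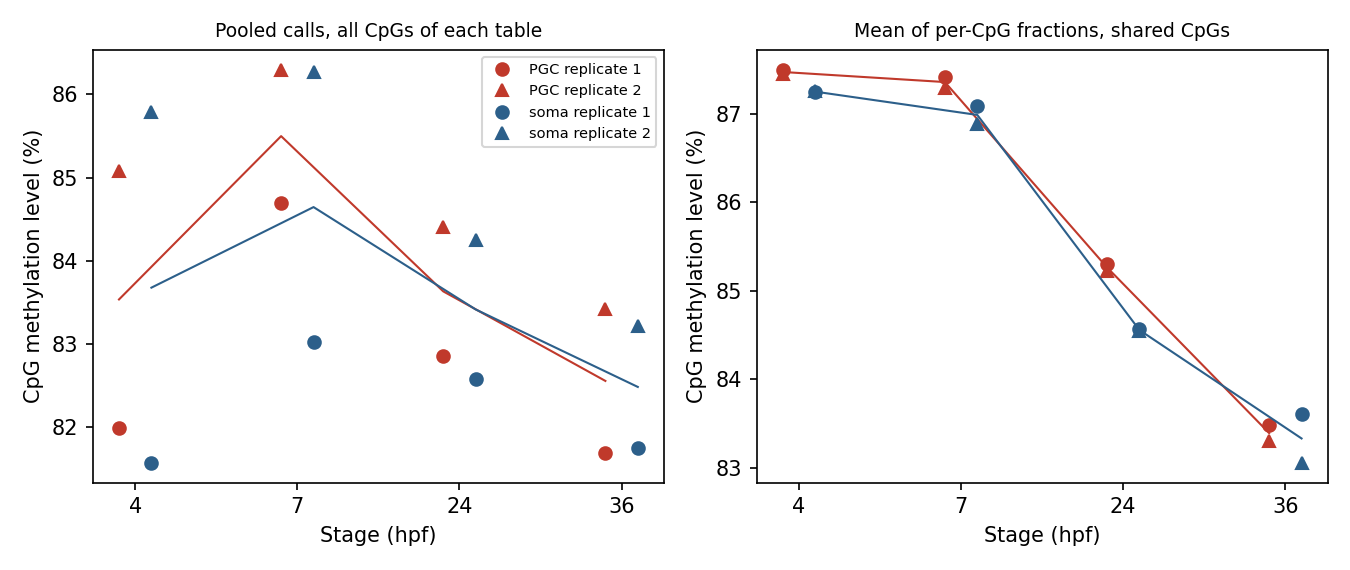
CpG methylation level in percent against stage in hpf, for all calls pooled (left) and for the mean of per-CpG fractions over the CpGs in both tables (right), which was chosen after seeing the data. Points are libraries, lines join the means of 2 replicates, stages are evenly spaced, the vertical axes do not start at 0, and the PGC minus soma difference averaged 0.25 points on the left and 0.341 points on the right.

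The level was then compared between late (24 and 36 hpf) and early (4 and 7 hpf) stages. The pooled level was lower in late stages by an amount that the permutation did not separate from 0. The tables list different CpGs, so tests of this level across both tables count the gap between those sets as scatter. Late minus early was -1.42 points in PGCs (exact permutation p = 0.229, 4 libraries against 4) and -1.21 points in soma (p = 0.371, exact permutation). Restricting the count to CpGs with at least 5 calls in all 16 libraries turned the direction around, to 2.49 points in PGCs (exact permutation p = 0.257) and 3.32 points in soma (exact permutation p = 0.0286, the smallest this design allows). This was the single planned setting of 5 under 0.05 in soma, and there was none in PGCs. The same set without mitochondrial CpGs, chosen after seeing the data, gave 0.612 points in soma (exact permutation p = 0.371). Pooled calls over the nuclear CpGs in both tables, also chosen later, gave -1.74 points in PGCs and -1.73 points in soma (exact permutation p = 0.0286 each). The mean of per-CpG fractions over the CpGs in both tables, chosen after seeing the data, gave -3.09 points in PGCs and -3.18 points in soma, each with an exact permutation p of 0.0286. Across the 8 libraries of a cell type the pooled level had Pearson's r of -0.494 with stage in PGCs (permutation p = 0.214, adjusted 0.286), with a rho of -0.439 (permutation p = 0.3, adjusted 0.4), and -0.398 in soma (permutation p = 0.316, adjusted 0.316), with a rho of -0.146 (permutation p = 0.761, adjusted 0.761). Without the 2 libraries farthest from the median stage r was -0.212 and -0.173. For the mean of fractions r was -0.995 in PGCs and -0.993 in soma (permutation p = 0.000397 each, adjusted 0.000794), and rho was -0.976 in both (permutation p = 0.000794, adjusted 0.00159). Without the 2 libraries r was -0.995 and -0.998. These 4 relations form 1 family. All p values of this paragraph count the 4 hpf replicates as independent. If those are technical, as the study's methods call them, the p values may be too small. The late minus early difference did not differ between the cell types in the pooled level (-0.211 points, exact permutation p = 0.903; 0.516 points without replicate 1), nor in any of the 8 fits without pairing, whose p ranged from 0.569 to 0.974.

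The share of CpGs at which 5 of 5 thinned calls were methylated was lower at 24 and 36 hpf than at 7 hpf in both cell types and both replicates. It was 72.5% ± 4.48 in PGCs and 69.1% ± 8.54 in soma at 4 hpf, 75.2% ± 0.314 and 73.5% ± 0.364 at 7 hpf, 67.3% ± 0.418 and 64.9% ± 0.448 at 24 hpf, and 61.5% ± 0.121 and 61.3% ± 0.646 at 36 hpf (SD, n = 2). The replicates disagreed on the step from 4 to 7 hpf. In replicate 1, the shallower at 4 hpf, the share was lower at 4 hpf (69.3% in PGCs and 63.1% in soma) than at 7 hpf (75.0% and 73.2%). In replicate 2 it was higher at 4 hpf (75.7% and 75.1%) than at 7 hpf (75.5% and 73.7%). Over CpGs with at least 5 calls in all 8 libraries of a table, chosen after seeing the data, 4 hpf was highest in both cell types and both replicates. Late minus early was -9.49 points in PGCs (exact permutation p = 0.0286) and -8.21 points in soma (p = 0.0857, exact permutation). The PGC call did not hold when thinning to 10 calls (-9.69 points, exact permutation p = 0.143) or without thinning (-9.27 points, exact permutation p = 0.0571). Over CpGs with at least 5 calls in all 8 libraries of a table the fall was -9.60 points, but this set differs between the tables (53.1% and 75.5% in PGCs at 4 hpf), and a permutation across both tables counts that gap as scatter, so no p is given. Within the table of replicate 1 it went from 53.1% and 52.9% in early to 47.2% and 43.4% in late PGC libraries, and within that of replicate 2 from 75.5% and 74.9% to 66.7% and 60.6%. PGC minus soma averaged 1.94 points (exact permutation p = 0.265, tables not kept apart), which was 2.54 points within the table of replicate 1 and 1.35 points within that of replicate 2. In replicate 1 it was widest at 4 hpf, 6.25 points, where each library kept its own CpGs with at least 5 calls. Over CpGs with at least 5 calls in all 8 libraries of that table, the 4 hpf difference was 0.498 points. The value of replicate 1 thus depends on which CpGs each library kept. PGCs were higher in 7 of the 8 comparisons made within a stage and table. Pairing same-numbered libraries gave p = 0.0156 (exact permutation), so the call depends on the pairing. With pairing, 2 of 4 settings of this share were under 0.05. The sample labels do not say what libraries of the same replicate number have in common. The share with no methylated call of 5 showed no difference between cell types (-0.697 points, exact permutation p = 0.690), and it was 0.204 points without replicate 1.

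Levels in 1 kb bins were correlated between cell types to ask how similar the patterns are. On summed replicates r squared was 0.986 at 4 hpf, 0.982 at 7 hpf, 0.966 at 24 hpf and 0.965 at 36 hpf, over 361294, 735677, 808967 and 888111 bins. Bins are not independent replicates, so no p is given. Single libraries of the same cell type reached a mean r squared of 0.959, 0.945, 0.918 and 0.913 over the same bins. Libraries of different cell types and different replicate numbers reached 0.959, 0.946, 0.916 and 0.914. The difference between these means was 0.000170, 0.000241, -0.00207 and 0.000483, smaller than the gap between the PGC and soma replicate pairs at each stage. Spearman's rho squared moved the values most, to between 0.479 and 0.577.

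Principal components of 10 kb bins separated late from early stages. The first component held 51.0% of the variance over 130443 bins, and 98.7% of its spread lay between stages. The lowest late score exceeded the highest early score by 8.88. On this axis, where late stages score higher, PGC minus soma averaged -1.18 (exact permutation p = 0.0478). The same test gave p = 0.108 with 1 kb bins and p = 0.0278 after an arcsine square root transform, both exact permutation values, so the call depends on the bin size. In 10 kb bins the gap was widest at 24 hpf, with 2.94 and 3.07 in PGCs and 5.84 and 6.09 in soma (replicates 1 and 2). PGCs also scored lower in both replicates at 4 and 7 hpf. At 36 hpf the replicates went opposite ways, with 12.1 and 11.9 in PGCs and 10.8 and 13.0 in soma.

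**Figure D2:**
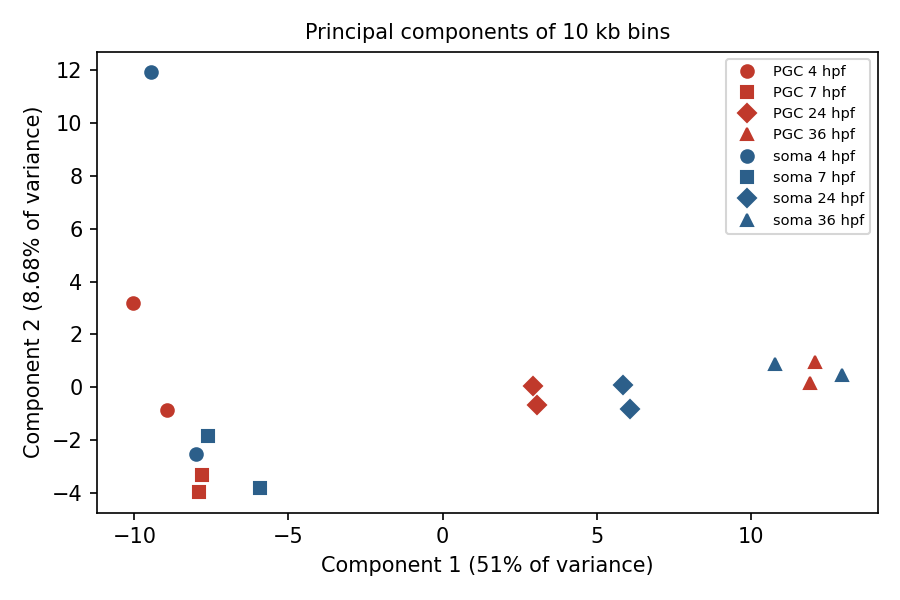
Scores of the 16 libraries on the first and second principal components of methylation levels in 10 kb bins, coloured by cell type and marked by stage. The first component, 51.0% of the variance, separates 24 and 36 hpf from 4 and 7 hpf and from each other, while 4 and 7 hpf lie close together.

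Broad differences were tested in 10 kb bins with edgeR. No bin of 130443 passed an adjusted p of 0.05 at any stage. At an unadjusted p under 0.05 there were 6911 bins at 4 hpf, 5037 at 7 hpf, 5349 at 24 hpf and 1349 at 36 hpf, that is 5.30%, 3.86%, 4.10% and 1.03% of bins. Counts simulated without a change gave 6.66%, 6.92%, 3.86% and 2.84%, so the observed share was above the simulated one at 24 hpf only. The simulation was a single draw with the same scatter between replicates (0.00664) for all groups and stages. This comparison therefore cannot show an excess at a single stage. limma called 2 bins at 4 hpf and 0 at the other stages. Without soma replicate 2, edgeR called 21 bins at 4 hpf and 2 at 7 hpf. Tests on simulated counts set the limit of this result. A change of 10 points in 200 bins was recovered in 0 to 0.5% of bins, a change of 20 points in 17.5% to 54.5%, and a change of 40 points in 98% to 99%. At 40 points, 18 of 214 calls at 4 hpf and 22 of 220 calls at 7 hpf were false, against 3 of 201 at 24 hpf and 2 of 200 at 36 hpf. Differences of 10 points in a 10 kb bin were therefore not detectable at this depth and replication.

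Regions of differing methylation (DMRs) between PGCs and soma were called with a beta-binomial test after the study's rules. At 4 hpf, where each replicate was tested alone after smoothing, 190 regions were called, 84 higher and 106 lower in PGCs. Splits of the same 4 libraries that mix the cell types gave 174 regions (replicate 1 against replicate 2) and 294 regions (crossed), so the count at 4 hpf lay between those of the mixed splits. Leaving out 1 library leaves a single replicate to test and gave 256 (without soma replicate 2), 666 (without PGC replicate 2), 1514 (without PGC replicate 1) and 1702 regions (without soma replicate 1). A single unsmoothed test of both replicates at 4 hpf gave 0 regions, with 24873 CpGs at an unadjusted p under 0.05, as did Fisher's exact test and the Cochran-Mantel-Haenszel test. At 7, 24 and 36 hpf the unsmoothed test gave 0 regions each, from 2, 2 and 6 CpGs past the threshold. The CpGs at an unadjusted p under 0.05 numbered 20295, 39496 and 56540. Fisher's exact test and the Cochran-Mantel-Haenszel test also gave 0 regions at these stages. On simulated data the unsmoothed test recovered 0% of regions changed by 40 points at these stages, and 18.5% at 7 hpf, 23% at 24 hpf and 56% at 36 hpf of those changed by 60 points. The smoothed test recovered 82.5%, 76.5% and 88.5% of regions changed by 40 points at these stages. With smoothing over 500 bp there were 21 regions at 7 hpf, 93 at 24 hpf and 61 at 36 hpf, against 9, 18 and 118 in the crossed split. The count exceeded that of the crossed split at 7 and 24 hpf and was lower at 36 hpf. Replicate 1 against replicate 2 gave 2285, 2555 and 2703 regions with smoothing and 72, 153 and 132 without.

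**Figure D3:**
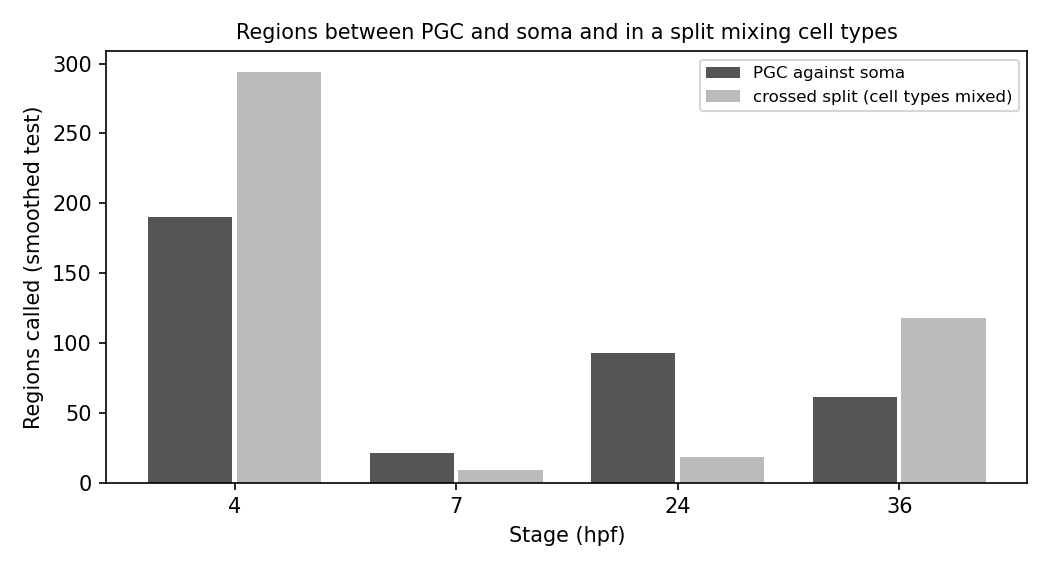
Number of regions called by the smoothed test at each stage in hpf, for PGC against soma (dark bars) and for the crossed split that mixes the cell types (light bars). At 4 hpf the counts are 190 and 294 (the split by replicate, 174, is not drawn), at 24 hpf 93 and 18, and at 36 hpf 61 and 118.

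The regions at 4 hpf with the largest differences and at least 5 calls per CpG in all 4 libraries were chosen by a fixed rule, and the split counts above apply to each of them. Coordinates are those of danRer10, counted from 1, and no gene annotation of that build was used here. On chromosome 14, positions 15870422 to 15870713, PGC levels were 79.0% and 70.0% and soma levels 29.7% and 49.1% in replicates 1 and 2, a difference of 35.1 points over 18 CpGs. On chromosome 18, positions 44988341 to 44988462, the difference was 33.2 points over 16 CpGs. PGC levels there were 76.6% and 90.8% and soma levels 31.1% and 69.8%, so the soma replicates lay farther apart than the cell types. On chromosome 22, positions 12605174 to 12605269, the difference was 27.5 points over 15 CpGs. In the other direction, the region on chromosome 8, positions 48094707 to 48094795, had PGC levels of 9.33% and 1.98% and soma levels of 51.9% and 32.6%, a difference of -36.6 points over 7 CpGs. The regions on chromosome 16, positions 43445597 to 43445718, and on chromosome 10, positions 26638025 to 26638193, differed by -35.0 and -27.7 points.

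The same test was applied between consecutive stages. From 4 to 7 hpf there were 0 regions in PGCs and 0 in soma, with 31122 and 36575 CpGs at an unadjusted p under 0.05. The Cochran-Mantel-Haenszel test gave 0 and 5 regions. Without the 7 hpf replicate 2 there were 4 regions in PGCs and 2 in soma. From 7 to 24 hpf there were 95 regions in PGCs, 93 of them lower at 24 hpf, and 764 in soma, 695 of them lower. From 24 to 36 hpf there was 1 region in PGCs and 0 in soma, with 91497 CpGs of soma at an unadjusted p under 0.05, and the Cochran-Mantel-Haenszel test gave 20 and 0. None of the 4 fits that left out 1 library called that PGC region again, and the fit without the 24 hpf replicate 2 called 1 other region. Soma gave 1 region without the 24 hpf replicate 1 and 1 without the 24 hpf replicate 2. The Cochran-Mantel-Haenszel test gave 435 and 933 regions from 7 to 24 hpf. Leaving out 1 library gave 7 to 70 regions in PGCs, the lowest without the 24 hpf replicate 2, and 94 to 333 in soma, the lowest also without the 24 hpf replicate 2.

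Windows of 500 bp that lost at least 20 points from 7 to 24 hpf in soma replicate 1 were measured in replicate 2, which took no part in the selection. In the 2409 windows the mean level at 24 hpf was 64.3% in PGCs and 59.1% in soma, a difference of 5.14 points, and PGCs were higher in 72.0% of windows. With the replicates exchanged the difference was 5.67 points over 2446 windows. Selecting windows in PGCs gave 4.77 points. The difference at 4 hpf was -0.171 points in replicate 2 and 0.0691 points in replicate 1, and at 7 hpf 1.57 and 0.981 points. At 36 hpf the replicates went opposite ways, 1.89 points in replicate 2 and -5.40 points in replicate 1, so the scatter between replicates at that stage was as large as the difference at 24 hpf. With 1 value per replicate no test was made.

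**Figure D4:**
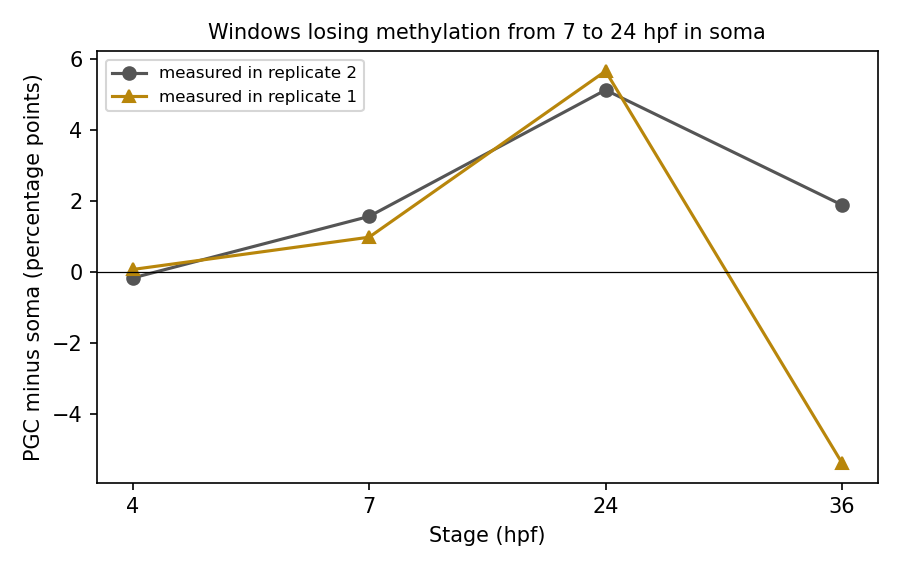
Mean PGC minus soma difference in percentage points against stage in hpf (evenly spaced), in windows that lost methylation from 7 to 24 hpf in soma, measured in the replicate not used for selection. Both lines lie above 5 points at 24 hpf and on opposite sides of 0 at 36 hpf.

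Unmethylated windows that gained methylation were sought with a fixed rule in soma, which required a low level at 4 hpf in soma but not in PGCs. Of 304530 windows of 500 bp with at least 10 CpGs, 229 passed, and 213 of these (93.0%) also passed the test in PGCs. The mean gain from 4 to 36 hpf was 30.5 points in soma and 28.2 points in PGCs. When PGCs were used for selection, 248 windows passed, 226 of them also in soma, and PGCs then gained 3.04 points more than soma. The sign of the difference followed the cell type used for selection. Without replicate 1 the rule passed 443 windows, 401 of them also in PGCs, and without replicate 2 it passed 857 and 630. The window with the largest gain, on chromosome 24, positions 6317501 to 6318000, gained 77.5 points in soma and 49.5 points in PGCs. The next were on chromosome 9, positions 49076001 to 49076500 (74.0 and 72.4 points), chromosome 12, positions 39273001 to 39273500 (72.7 and 55.6 points), chromosome 23, positions 40925001 to 40925500 (63.0 and 49.5 points) and chromosome 3, positions 28377501 to 28378000 (61.4 and 35.0 points). The PGC level at 4 hpf was 35.1% in replicate 1 and 6.06% in replicate 2 of the chromosome 3 window, and 24.1% and 10.2% in the chromosome 12 window, so these PGC gains depend on the replicate. Calls per library in these 5 windows ranged from 13 to 447.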

Values the study reported

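The study reported r squared values between PGC and soma 1 kb bins of 0.8 at 4 hpf, 0.89 at 7 hpf, 0.84 at 24 hpf and 0.87 at 36 hpf. After removing regions in repeats it reported 157 regions differing between PGCs and soma, of which 43 were hypomethylated in 4 hpf PGCs and 56 were hypermethylated in 24 hpf PGCs.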

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

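The test of the lambda calls was chosen after the result was seen. No group held the 4 or more samples needed to look for single outlying libraries, and no difference between the cell types in the change with stage passed its test.

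Calls outside the nuclear genome were read as methylated above the limit that a count of 0 allows. Lambda DNA, which was added unmethylated, had 0.328% methylated calls in replicate 1 (1993619 calls) and 1.15% in replicate 2 (867 calls, where a count of 0 would allow up to 0.346%). Mitochondrial CpGs had 0.432% in replicate 1 and 0.411% in replicate 2. Where that DNA is unmethylated, such shares measure the calls left unconverted or misread. In replicate 2 the PGC 7 hpf library had 6 of 131 lambda calls methylated (4.58%, exact 95% interval 1.70% to 9.70%), against 4 of 736 in the other 7 libraries. Of these 4, PGC 36 hpf held 2 in 50 calls (4%, exact 95% interval 0.488% to 13.7%), a share near the highest. Fisher's exact test gave p = 0.00133, or 0.0107 after multiplying by the 8 libraries from which the highest was picked. That test takes calls as independent, and calls from 1 fragment are not. Chance among few fragments may therefore explain the share and cannot be told apart from a real excess, since the tables hold no fragments. The mitochondrial share of the PGC 7 hpf library, 0.415%, lies within the range of 0.261% to 0.581% over all libraries and gives no sign of poor conversion there. No biological explanation was tested.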

How the results depend on the processing

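Alternatives named as added were chosen after seeing the data: the levels over nuclear CpGs of both tables or with 5 or more calls in all 16 libraries without mitochondrial CpGs, the shares over CpGs with 5 or more calls in all 8 libraries of a table, the windows selected in PGCs of replicate 2, and the replicate block in every setting of levels and shares other than the reported one.

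The overall level depended on the CpGs counted and their weighting. PGC minus soma (0.25 points, p = 0.739) was 1.27 with 5 or more calls in the library, 1.06 for the mean of per-CpG fractions with 5 or more calls, -0.240 with 5 or more calls in all 16 libraries, and 0.341 for the added mean of per-CpG fractions over CpGs of both tables (exact permutation p = 0.0123, and p = 0.0156 with the replicate block). It was the 1 of 8 fits under 0.05, and its p is not adjusted for that choice. Late minus early was, in PGCs and soma, 0.701 and 3.21 with 5 or more calls in the library, 2.49 and 3.32 with 5 or more calls in all 16 (exact permutation p = 0.257 and 0.0286), and 0.390 and 0.612 with that set without mitochondrial CpGs (added). It was -0.925 in PGCs and 0.804 in soma for the mean of per-CpG fractions with 5 or more calls. It was -3.09 and -3.18 for the added mean of fractions over CpGs of both tables, and -1.74 and -1.73 for calls pooled over them (added). A minimum of calls in the library keeps other CpGs in each library by construction, and pooling weights CpGs by coverage. With 5 or more calls in all 16 every library keeps the same CpGs, and there mitochondrial CpGs carried part of the turn: without them (added) late minus early stayed above 0 but fell to the values above (exact permutation p = 0.686 and 0.371), and PGC minus soma was 0.0931. What made up the rest was not tested. The stage by cell type difference (-0.211) was -2.50 with 5 or more calls in the library, -1.73 for the mean of per-CpG fractions with 5 or more calls, and 0.0876 for the added mean of fractions, with and without the replicate block. Leaving out 1 replicate gave -0.0776 to 0.578 for PGC minus soma, -0.937 to 0.516 for the stage by cell type difference, and -1.78 to -1.07 in PGCs and -2.30 to -0.129 in soma for late minus early.

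For fully methylated CpGs, late minus early in PGCs (-9.49) lost its call at 10 calls (-9.69) and without thinning (-9.27). In both settings the shallow PGC 4 hpf replicate 1 was the only early PGC library below a late one. At 10 calls its share was 41.5%, against 62.2% in replicate 2, and its fully unmethylated share 35.8%, against 12.3%. Each library keeps its own CpGs with enough calls in these settings. Over CpGs with 5 or more calls in all 8 libraries, late minus early in PGCs was -9.60 (added). The tables hold different CpGs there, so a permutation across tables says nothing about stability, and within each table every late library of both cell types was below every early one. Its stage by cell type difference became 0.197 in the last of these, and that of fully unmethylated CpGs -0.0253. Leaving out 1 replicate gave 1.35 to 2.54 for PGC minus soma, -2.98 to 0.438 for the stage by cell type difference, -11.0 to -7.98 in PGCs and -11.4 to -5.00 in soma. For fully unmethylated CpGs these ranges were -1.60 to 0.204, -0.143 to 3.89, -4.17 to -0.520 and -8.06 to -0.377.

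The replicate numbers were not taken to pair libraries, although same-numbered libraries share a table and so a list of CpGs. Tests without the replicate block count a difference shared by same-numbered libraries as scatter, which can hide a difference between cell types. Deviations of same-numbered PGC and soma libraries correlated by 0.0860 at 4 hpf, 0.201 at 7 hpf, 0.331 at 24 hpf and 0.371 at 36 hpf, and not every value was over 0.1. Groups of different stages gave 0.0252 to 0.285, so the values at 24 and 36 hpf lie above that range. With the replicate block the level gave p = 0.391 (exact permutation), and 1 of its 8 settings, the added mean of fractions above, was under 0.05. The share of fully methylated CpGs passed with the block, at 1.94 points (exact permutation p = 0.0156), higher in PGCs in 7 of 8 same-numbered pairs. Of 4 settings of that share 2 passed with the block: this one and CpGs with 5 or more calls in all 8 libraries (1.05 points, exact permutation p = 0.0156, added). Thinning to 10 calls (2.86 points) and no thinning gave exact permutation p = 0.0547 and 0.0781 (both added). The share of fully unmethylated CpGs passed in 0 of 4 settings. With the Cochran-Mantel-Haenszel test as replicate block there were 0 regions at 4 hpf, 435 in PGCs from 7 to 24 hpf, 20 in PGCs from 24 to 36 hpf and 5 in soma from 4 to 7 hpf. With the block edgeR called 0 bins at each stage.

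Spearman's rho squared for 1 kb bins was 0.479, 0.484, 0.483 and 0.577 at the 4 stages. A minimum of 50 calls gave 0.982 at 24 hpf and 0.977 at 36 hpf. Single replicates gave 0.939 to 0.981 at 4 hpf, 0.946 to 0.972 at 7 hpf, 0.926 to 0.942 at 24 hpf and 0.922 to 0.938 at 36 hpf. Without 1 replicate the first component held 53.0% to 66.3%, with 98.8% to 99.3% of its spread between stages. The PGC minus soma score was -1.92 with 1 kb bins and no longer passed.

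limma called 2 bins at 4 hpf. Without 1 library edgeR called 0 to 21 bins at 4 hpf and 0 to 2 at 7 hpf, both most without soma replicate 2, where the lone library is assumed to vary like the other groups. At 24 and 36 hpf it called 0.

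Regions at 4 hpf numbered 108 with a difference of 0.2, 0 in a single unsmoothed test and 0 with Fisher's exact test. Without 1 library, which leaves a single replicate to test, there were 256 to 1702. With smoothing there were 21, 93 and 61 regions at 7, 24 and 36 hpf, and 0 without any 1 library in the unsmoothed test. Between stages, 3 or more CpGs gave 257 regions in PGCs and 1497 in soma from 7 to 24 hpf, and 2 in PGCs from 24 to 36 hpf. Without 1 library the counts were 7 to 70 in PGCs and 94 to 333 in soma from 7 to 24 hpf, 0 to 4 and 0 to 2 from 4 to 7 hpf, and 0 to 1 in each from 24 to 36 hpf.

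In windows losing methylation, PGC minus soma at 24 hpf kept its direction in all 6 alternatives. It was 5.67 when selected in replicate 2, 3.67 and 6.76 with losses of 0.1 and 0.3, 4.25 with 50 calls and 5.86 when selected in PGCs of replicate 2 (added). Windows gaining methylation numbered 81 at 1 kb (80 also past the test in PGCs) and 531 with looser thresholds (467). Leaving out 1 replicate gave 443 to 857 windows, with 401 to 630 also past the test.

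Promoter methylation at named genes was not run, since no annotation of danRer10 was used here.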

Other observations

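The tests of depth, of an offset of whole libraries, of differences that last over stages and of chromosome 4 were chosen before their results were seen. The tests of conversion, of scatter between pools and of the splits at 4 and 24 hpf were chosen after.

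The region counts here differ from those quoted from the study above. The study left out regions in repeats, which was not done here, so the counts are of different sets. At 4 hpf 106 regions were lower in PGCs. That is higher than the value quoted from the study above. At 24 hpf 0 regions were higher in PGCs with the unsmoothed test. That is lower than the value quoted from the study above. Leaving out repeats only removes regions, so it cannot explain a lower count here. The unsmoothed test is not DSS itself. At 24 hpf it recovered 0% of simulated regions changed by 40 points and 23% of those changed by 60 points. Its count of 0 is therefore weak evidence against the study's regions. With smoothing, 49 of 93 regions at 24 hpf were higher in PGCs.

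The 190 regions at 4 hpf lay between the counts of the splits that mix the cell types, 174 for replicate 1 against replicate 2 and 294 for the crossed split of the same 4 libraries. Scatter between libraries is therefore a candidate explanation for a count of this size. Whether single regions differ by cell type was not settled by these counts. The 93 regions at 24 hpf after smoothing exceeded the 18 of the crossed split at that stage. A crossed split reached 118 at 36 hpf, so a count over 93 also arises in a split that mixes the cell types. Scatter cannot be told apart from a cell type difference with 1 such split per stage.

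More regions lost methylation from 7 to 24 hpf in soma than in PGCs. Lower depth of the PGC libraries at 24 hpf was tested by thinning both cell types to the same number of calls. Soma then gave 485 regions, 440 of them lower at 24 hpf, and PGCs 87, 85 of them lower, which argues against depth as the whole cause. The size of the excess depends on the test: at full depth the beta-binomial test gave 764 regions in soma (695 lower at 24 hpf) and 95 in PGCs (93 lower), and the Cochran-Mantel-Haenszel test 933 (823 lower) and 435 (390 lower). The excess was not tested against replicate scatter, and leaving out 1 library at full depth gave 7 (without the 24 hpf replicate 2) to 70 regions in PGCs and 94 (also without the 24 hpf replicate 2) to 333 in soma.

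PGCs lay above soma at 24 hpf in windows losing methylation. An offset of constant size over the whole PGC libraries would predict a like difference elsewhere. Windows that were highly methylated at 7 hpf and not selected differed by 0.571 points on average, against 5.14 and 5.67 points in the selected windows. That argues against a constant offset only, since a library effect that is smaller near full methylation was not tested. Incomplete conversion would raise mitochondrial calls, which were higher in PGCs by 0.0420 points only. Scatter between sorted pools, such as a difference in embryo age, stays open: the replicates differed by 7.29 points in the same measure at 36 hpf, and by 0.240, 0.587 and 0.534 points at 4, 7 and 24 hpf. A slower loss in PGCs may explain the 24 hpf difference, and it remains a hypothesis with 2 replicates.

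At 7, 24 and 36 hpf the replicates differed at more regions than the cell types, while at 4 hpf the counts were 174 and 190. The unsmoothed test of replicate 1 against replicate 2 called 72, 153 and 132 regions at 7, 24 and 36 hpf, where PGC against soma called 0. A difference that lasts over stages, such as genotype or library batch, predicts a shared direction at other stages. Of CpGs called between replicates at 24 hpf, 89.1% in PGCs and 86.9% in soma differed the same way at 36 hpf, and 78.4% and 76.2% at 7 hpf. CpGs passing a threshold are a selected set, but the 36 hpf libraries took no part in the selection. Genotype and batch may both contribute and were not separated.

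Chromosome 4 was tested for another fall in methylation than the other chromosomes. Its late minus early change averaged -3.03 points over cell types and replicates and lay within the range of the other 24 chromosomes in 3 of the 4 cases. It was -3.04 in PGC replicate 1 against -3.37 to -2.77, -2.97 in soma replicate 1 against -3.39 to -2.83, and -3.14 in soma replicate 2 against -3.53 to -3.10. In PGC replicate 2 it was the smallest fall, -2.95, by a margin lost in rounding to the next chromosome. A separate behaviour of chromosome 4 is not borne out.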
